# MicroRNA-18a-5p Administration Suppresses Retinal Neovascularization by Targeting FGF1 and HIF1A

**DOI:** 10.3389/fphar.2020.00276

**Published:** 2020-03-10

**Authors:** Ji-Tian Guan, Xin-Xin Li, De-Wei Peng, Wen-Meng Zhang, Jia Qu, Fan Lu, Robert J. D’Amato, Zai-Long Chi

**Keywords:** miR-18a-5p, neovascularization, proliferative retinopathy, FGF1, HIF1A

## Abstract

Pathologic ocular neovascularization commonly results in visual impairment or even blindness in numerous fundus diseases, including proliferative diabetic retinopathy (PDR), retinopathy of prematurity (ROP), and age-related macular degeneration (AMD). MicroRNAs regulate angiogenesis through modulating target genes and disease progression, making them a new class of targets for drug discovery. In this study, we investigated the potential role of miR-18a-5p in retinal neovascularization using a mouse model of oxygen-induced proliferative retinopathy (OIR). We found that miR-18a-5p was highly expressed in the retina of pups as well as retinal endothelial cells, and was consistently down-regulated during retinal development. On the other hand, miR-18a-5p was increased significantly during pathologic neovascularization in the retinas of OIR mice. Moreover, intravitreal administration of miRNA mimic, agomiR-18a-5p, significantly suppressed retinal neovascularization in OIR models. Accordingly, agomir-18a-5p markedly suppressed human retinal microvascular endothelial cell (HRMEC) function including proliferation, migration, and tube formation ability. Additionally, we demonstrated that miR-18a-5p directly down-regulated known vascular growth factors, fibroblast growth factor 1 (FGF1) and hypoxia-inducible factor 1-alpha (HIF1A), as the target genes. In conclusion, miR-18a-5p may be a useful drug target for pathologic ocular neovascularization.

## Introduction

The intraretinal vasculature supplies the inner part of the retina with oxygen and nutrients (Fruttiger, 2007). In mice, retinal vasculature development begins around birth and is completed in the third postnatal week (Stahl et al., 2010; Selvam et al., 2018). Dysfunctional angiogenesis is involved in many diseases, including cardiovascular diseases, tumorigenesis, and proliferative retinopathies (Folkman, 1995). Proliferative retinopathies such as proliferative diabetic retinopathy (PDR), retinopathy of prematurity (ROP), and retina vein occlusion (RVO) are characterized by pathological retinal neovascularization, which is the leading cause of blindness (Augustin and Koh, 2017). Retinal neovascularization is a very complicated pathophysiologic process, which is driven by the proangiogenic factors, such as vascular endothelial growth factor (VEGF), fibroblast growth factor (FGF), and erythropoietin (Liu et al., 2016). Currently, the clinical treatments for proliferative retinopathy include laser photocoagulation, vitrectomy surgery, and anti-VEGF drugs. Laser photocoagulation, the standard treatment for proliferative retinopathy, has a high rate of visual and anatomic success (Wallace and Wu, 2013). Anti-VEGF drugs are widely used as the major treatment in both ROP and DR to achieve certain efficacy (Xu et al., 2018). However, despite these considerable advances, an increasing number of clinical studies have reported that laser treatment and anti-VEGF therapy does have some limitations and causes undesirable side effects (Potente et al., 2011; Xu et al., 2018). Therefore, it is critical to explore and identify additional factors that regulate pathological neovascularization in order to exploit new therapeutic drugs.

MicroRNAs (miRNAs) are small endogenous non-coding RNAs composed of 21–25 nucleotides that negatively regulate gene expression at the posttranscriptional level by mediating mRNA degradation and/or translational repression (He and Hannon, 2004; Bartel, 2009). MiRNAs have been reported to play a key role in retinal vascular development and disease progression (Shen et al., 2008; Sundermeier and Palczewski, 2012). Several miRNAs were identified to inhibit retinal neovascularization, such as miR-126, miR-150, miR-223, and miR-384-3p (Shi et al., 2013; Liu et al., 2015; Zhou et al., 2016; Xia et al., 2018). Until now, several miRNA mimics or inhibitors have been tested in clinical trials for treatment of various diseases (Bader, 2012; Janssen et al., 2013; van Zandwijk et al., 2017). There will undoubtedly be many more breakthroughs in the development of novel miRNA-based therapeutics for the treatment of neovascular eye diseases.

The miR-17-92 cluster is one of the first miRNAs found to be associated with tumor angiogenesis. This conserved miRNA cluster encodes miR-17, miR-18a, miR-19a/b, miR-20a, and miR-92a and is highly expressed in tumors (Kaluza et al., 2013). Several studies have proven that the miR-17-92 cluster serves an antiangiogenic role by targeting the proangiogenic factors (Bonauer et al., 2009; Nunes et al., 2015). MiR-18a and miR-19a have been shown to repress thrombospondin 1 (TSP1) and connective tissue growth factor (CTGF) (Dews et al., 2006; Chamorro-Jorganes et al., 2016). Ferreira et al. found that argonaute-2 can promote miR-18a entry in human brain endothelial cells (ECs), and miR-18a can modulate the EC proliferation and migration derived from human cerebral arteriovenous malformation (AVM), and produce aberrant tubule structure compared with normal brain ECs (Ferreira et al., 2014a, b). However, it is not completely understood whether miR-18a is altered in pathologic ocular neovascularization or whether it is useful as a new molecular target for the treatment of neovascular eye diseases.

Currently, the oxygen-induced retinopathy (OIR) mouse model has been widely used in studies ROP and PDR (Smith et al., 1994; Connor et al., 2009) to evaluating the efficacy of antiangiogenic agents. Neonatal mice are exposed to high oxygen levels (75% oxygen) from postnatal day 7 (P7) for 5 days. Hyperoxia inhibits retinal vessel growth, and relatively hypoxia (removed to room air) triggers both vascular regrowth and neovascularization. In this study, we investigated the effects of miR-18a-5p on the human retinal microvascular endothelial cell (HRMEC) function and OIR models to elucidate the participation of miR-18a-5p in the initiation and progression of ocular neovascularization. Moreover, we explored the mechanism underlying miR-18a-5p activity in pathological angiogenesis through screening and validating the specific miR-18a-5p target genes. Taken together, these results might provide a reliable theoretical foundation to improve the treatment of neovascular ocular diseases.

## Materials and Methods

### High-Throughput Sequencing

C57BL/6J mice were obtained from Beijing Vital River Laboratory Animal Technology Co., Ltd., Total RNA was extracted from fresh retinas isolated from mice in different developmental periods: postnatal day 1 (P1), P7, and P17. Briefly, the mice were euthanized, and retinas were isolated from the dissected eye and moved into the RNA-Solv Reagent (Omega Bio-tek, Norcross, GA, United States). T10 basic S25 ULTRA-TURRAX Disperser (IKA, Guangzhou, China) was used to homogenize retinas. Total RNA was extracted by miRNA Kit (Omega Bio-tek) according to the manufacturer’s instructions. RNA quantity and quality were assessed by spectrophotometer 1510 (Thermo Fisher Scientific, Waltham, MA, United States). MiRNA libraries construction and sequencing on Illumina HiSeq 2500 (San Diego, CA, United States) were performed by RiboBio Co., Ltd. (Guangzhou, China). All animal experiments were performed strictly according to the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research and approved by the Animal Care and Use Committee of Wenzhou Medical University.

### Sequencing Data Analysis

For miRNA data analysis, clean reads were obtained from the 50-nt raw reads by removing the adaptor sequences and discarding low-quality reads. HISAT2 (Kim et al., 2015) was used to align the clean reads to the mouse reference genome mm10 with default parameters. Differential expression was assessed by DEseq using RPM (the number of reads per million) value as input. Differentially expressed miRNAs were chosen according to the criteria of fold change >2 and adjusted *P* < 0.05. All the differentially expressed miRNAs were used for temporal expression pattern analysis by STEM (Ernst and Bar-Joseph, 2006). Typical downregulated and upregulated miRNAs were clustered using the Amazing Heat Map function of TB tools (Chen et al., 2018). The differentially expressed miRNAs were clustered based on Euclidean distance using average linkage clustering with Cluster 3.0 software (Eisen Lab, University of California at Berkeley, United States). TreeView (Eisen Lab, University of California at Berkeley, United States) was used to visualize the clustered heat map.

### OIR Mouse Model and Retinal Neovascularization Quantification

C57BL/6J mice were used to generate the oxygen-induced proliferative retinopathy (OIR) model as previously described (Smith et al., 1994; Connor et al., 2009). Newborn mice and their nursing mother mice were exposed to 75% oxygen at P7 and returned to room air at P12. Mice were sacrificed at P17, followed by retina dissection and staining with Isolectin GS-IB_4_ (Life Technologies, Eugene, OR, United States). The pups kept in room air throughout the experiments were used as the control. Intravitreal injection was conducted following previous protocols (Bai et al., 2011; Fu et al., 2017). Agomir-18a-5p at a dose of 1.5 μg (RiboBio, Guangzhou, China) diluted in two microliter of phosphate-buffered saline (PBS, Biological Industries, Beit Haemek, Israel) was intravitreously injected into the eye of OIR mice at P12 using a 33-gauge needle (Hamilton, Reno, NV, United States). The contralateral eye injected with scrambled agomir diluted in PBS was used as the negative control (NC). Neovascularization (neovascular tuft) and vaso-obliteration in OIR were quantified by using Adobe Photoshop and ImageJ software. Quantification was performed with the identity of the samples masked, with n being the number of mice quantified.

### Retinal Endothelial Cells (RECs) Isolation

The retinal cell suspension of mice was prepared using a modified method according to Su et al. (2003). Briefly, the retinas were dissected out from the mice eyes (6 to 7 pups from one litter), and minced into small pieces in Hanks’ Balanced Salt Solution (HBSS; Thermo Fisher Scientific). Following digestion with collagenase type I (1 mg/ml) in Dulbecco’s modified Eagle medium (DMEM, Thermo Fisher Scientific) for 30–45 min at 37°C, the cellular digests were filtered through the 40 μm nylon mesh. DMEM with 10% fetal bovine serum (FBS; Thermo Fisher Scientific) was then added and centrifuged at 400 × *g* for 10 min to pellet cells. The cells were resuspended and incubated with anti-CD31 MicroBeads (MicroBeads conjugated to monoclonal anti-mouse CD31 antibodies; Miltenyi Biotec GmbH, Bergisch Gladbach, Germany). Then, the cell suspension is loaded onto a MACS Column, which is placed in the magnetic field of a MACS Separator (Miltenyi Biotec GmbH). The magnetically labeled cells were washed and flushed out with the appropriate amount of PBS containing 0.5% bovine serum albumin (BSA) and 2 mM EDTA according to the manufacturer’s protocol. The collected cells were plated in a 8.5 μg/ml of Bovine Plasma Fibronectin (BPF; EMD Millipore) pre-coated 24-well plate and incubated in Endothelial Cell Medium (ECM; ScienCell, Carlsbad, CA, United States) containing 5% FBS, 20 μg/ml of Endothelial Cell Growth Supplement (ECGS; EMD Millipore, Temecula, CA, United States), 100 μg/ml streptomycin, and 100 U/ml penicillin at 37°C with 5% CO_2_. Immunofluorescence (IF) staining was conducted to identify the RECs with anti-CD31 (BD Bioscience) and anti-VE-cadherin (CST, Beverly, MA, United States) antibodies.

### Real-Time PCR

TRIzol Reagent (Thermo Fisher Scientific) was used to extract total RNA of retinas isolated from mice. Meanwhile, total RNA was extracted from the isolated RECs. To measurement of miR-18a-5p levels, real-time polymerase chain reaction (PCR) was performed using a miDETECT A Track miRNA qRT-PCR Starter Kit (RiboBio) according to the manufacturer’s protocol. Total RNA was added multiple Poly (A) using Poly (A) Polymerase, and reverse transcribed to cDNA using RTase mix and miDETECT A Track Uni-RT Primer. Real-time PCR was carried out on QuantStudio 5 Real-Time PCR Systems (Applied Biosystems, Foster City, CA, United States) using 2 × SYBR Green Mix with miDETECT A Track miRNA-18a-5p Forward Primer. U6 was used as the control.

To detect target genes mRNA levels, total RNA was reversely transcribed to cDNA using the Reverse Transcription System (Promega, Madison, WI, United States). Real-time PCR was carried out using iTaq Universal SYBR Green Supermix (Bio-Rad, Hercules, CA, United States). GAPDH served as the internal control. All primers were synthesized by Invitrogen (Shanghai, China). The primer sequences used in this study were as follows: FGF1: 5′-ACACCGACGGGCTTTTATACG-3′ (forward), 5′-CCCATTCTTCTTGAGGCCAAC-3′ (reverse); HI F1A: 5′-TGTAATGCTCCCCTCACCCA-3′ (forward), 5′-TGCA GGGTCAGCACTACTTC-3′ (reverse); GAPDH: 5′-ATCGTGG AAGGACTCATGACCACA-3′ (forward), 5′-AGAGGCAGGGA TGATGTTCTGGA-3′ (reverse). Each sample was detected in triplicate, and the specificity of PCR reaction was estimated by melt curve. Fold-change of miRNA level was calculated using the ΔΔCT method.

### Cell Culture

HRMECs were obtained from Angio-Proteomie (Peabody, MA, United States). HRMECs were cultured in endothelial cell medium (ECM) supplemented with 5% Newborn Calf Serum (NCS; Life Technologies), 20 μg/ml of ECGS, 100 μg/ml streptomycin, and 100 U/ml penicillin in a T-25 flask coated with 8.5 μg/ml of BPF at 37°C with 5% CO_2_. When the cells became 90% confluent, they were subcultured at a 1:3 ratio. HEK293 cells were purchased from the American Type Culture Collection (ATCC, Manassas, VA, United States) and cultured in DMEM supplemented with 10% NCS and incubated at 37°C with 5% CO2.

### Proliferation Assay

Proliferation of HRMECs was detected by Cell Counting Kit-8 (CCK-8, Dojindo Molecular Technologies, Shanghai, China) assay. Cells were seeded in 96-well plates (3 × 10^3^/well). Agomir-18a-5p (50 nM) or a scrambled negative control (NC) was transfected into HRMECs using Lipofectamine RNAiMAX Reagent (Invitrogen, Carlsbad, CA) following the manufacturer’s instruction. After incubation for 1–5 days at 37°C with 5% CO_2_, 10% CCK-8 solution was added to each well and incubated for 1 h. The absorbance value was measured at 450 nm using Multiscan GO (Thermo scientific).

### Wound Healing Assay

The wound healing assay was carried out to explore the role of miR-18a-5p in HRMECs function. The cells were seeded in 12-well plates (2.5 × 10^5^ cells per well) and grown to approximately 60% confluence. They were then transfected with agomir-18a-5p (50 nM) or NC and expanded until cells attained more than 90% confluence. A vertical scratch was created symmetrically across the confluent cell monolayer with a sterile 200-μL pipette tip. The floating cells and cellular debris were carefully removed by flushing them away with PBS and then replenishing each well with fresh culture medium. Closure of the denuded regions was monitored by capturing images of wound closure at 0 and 24 h observed with an inverted microscope (DMi8; Leica Microsystems Inc., Buffalo Grove, IL, United States). Cell migration areas were analyzed using ImageJ.

### Transwell Assay

Transwell migration assay was performed with 8-mm pore size culture inserts (Transwell; Corning, NY, United States) placing into the wells of 24-well culture plates. Four hundred microliters of ECM containing 10% NCS were added in the lower chamber of each well. 1.5 × 10^5^ cells (transfected with either miR-18a-5p or NC for 24 h) in 200 μl of DMEM were then added to the upper chamber. At 48 h after transfection, 1.5 × 10^5^ cells in 200 μl of NCS-free ECM were then added to the upper chamber. After 24 h of incubation, the cells that had migrated through the pores were fixed by 4% paraformaldehyde, stained with crystal violet (Beyotime Biotechnology, Shanghai, China) for 15 min, respectively. The images were taken immediately using a microscope, and the cells were counted by ImageJ.

### Tube Formation Assay

The HRMECs were plated in 6-well plates and transfected with 50 nM agomir-18a-5p or scrambled agomir (NC) for 48 h. The cells were harvested and cultured in a Matrigel Matrix (100 μl/well; Corning, NY) pre-coated 48-well plate (4 × 10^4^/well). After 6 h of incubation, the cells were photographed using an inverted microscope. The parameters of tube formation by HRMECs were measured by ImageJ with the Angiogenesis Analyzer plugin. The number of mesh and total tube length were quantified and showed in this study.

### Western Blot

Total proteins of HRMECs were extracted by RIPA Lysis Assay (Beyotime Biotechnology, Shanghai, China), and the concentration was measured by Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, Rockford, IL, United States) according to the manufacturer’s instructions. Fifty micrograms of total proteins were separated in 15% sodium dodecyl sulfate (SDS) polyacrylamide gels and transferred onto polyvinylidene difluoride (PVDF) membrane. The membrane was blocked in 5% skimmed milk for 2 h and subsequently incubated overnight at 4°C with primary antibodies against FGF1 (1:200; Abcam, CA, United States), HIF1A (1:200; CST, Boston, MA, United States), or β-actin (1:2,000; Invitrogen, Rockford, IL, United States). Horseradish peroxidase (HRP)-linked anti-rabbit IgG (1:1,000; Cell Signaling Technology) was used as the secondary antibody. Specific protein bands were detected with Clarity^TM^ Western ECL Substrate Kit (Bio-Rad) and captured by FluorChem E system (Bio-Techne, Minneapolis, MN, United States). The gray intensity value of each protein band was analyzed by ImageJ.

### Luciferase Reporter Assays

The 3′ untranslated region (UTR) of human FGF1 was amplified and cloned into pmirGLO vector (Promega, Madison, WI, United States). The mutated seed region was generated by a site-directed mutagenesis method to remove complementarity to nucleotides of miR-18a-5p. HEK293 cells were cultured in 96-well plates and co-transfected with 100 ng/well of recombinant pmirGLO vector and 50 nM of miR-18a-5p or NC with Lipofectamine 2000 transfection reagent (Thermo Fisher Scientific). The luciferase activity was detected with Dual-Glo Luciferase Assay System (Promega) according to the manufacturer’s instructions.

### Statistical Analysis

All data were analyzed and plotted using GraphPad Prism software and presented as the mean ± standard error of the mean (SEM). Statistical differences were analyzed by Student’s *t*-test or One-way ANOVA for multiple comparisons of mean values. *p* < 0.05 was considered statistically significant.

## Results

### MiR-18a-5p Expression During Development and OIR Model

To identify miRNAs that are specifically regulated in developing retina, total RNAs isolated from pups retina at P1, P7, and P17, and performed high-throughput sequencing (GEO accession No. GSE142029). 

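The sequencing experiment measured microRNAs (miRNAs), short RNAs that pair with messenger RNAs, in the retina of C57BL/6 mice aged 1, 7 or 17 days after birth (P1, P7 and P17). According to the sample labels, 1 library was made per age from the pooled retinas of 5 eyes, and the legend of Fig. 1A gives n = 5 per group. There were therefore no replicate libraries, and no difference between ages has a replicate check. The authors removed adaptors and low-quality reads from reads of 50 nt, aligned the rest to the mouse genome mm10 with HISAT2 and deposited the read count of each mature miRNA together with its RPM value. The miRNA counts summed to 11426320 reads at P1, 12759995 at P7 and 11659722 at P17. The legend of Fig. 1B describes RPM as relative to the clean tags, whereas the deposited RPM values equal the count divided by the sum of the miRNA counts of the same library, to within 0.0192 RPM. Each RPM value is therefore a share of the miRNA reads, and a rise of an abundant miRNA lowers the RPM of all others. Of the 1915 miRNAs listed, 1169 had at least 1 read at P1, 1047 at P7 and 1045 at P17, and 607 had none at any age. The smallest level that the depth can show, set at 3 reads, was 0.263 RPM at P1, 0.235 RPM at P7 and 0.257 RPM at P17. Intervals and this floor cover counting error only, since PCR reads without molecular identifiers are not independent molecules. The most abundant miRNA was miR-9-5p at P1, with 14.4% of the reads, and miR-182-5p at P7 and P17, with 18.1% and 14.2%. The mature forms of miR-183, miR-96 and miR-182 together took 7.85% of the reads at P1, 30.6% at P7 and 30.2% at P17. The paper assessed differential expression by DEseq on RPM values with a fold change above 2 and an adjusted p-value. Without replicates only the fold criterion was applied here, on the log2(RPM + 1) scale, which understates the change of rare miRNAs, and to miRNAs with a mean of at least 1 RPM over the 3 libraries.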

Based on the expression pattern analysis using STEM software, which implements a novel method for clustering short time series expression data that can differentiate between real and random patterns, miRNAs were mainly assigned to DD (down-regulated and down-regulated) profiles (Figure 1A). 

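The abundance filter kept 648 miRNAs, of which 454 changed over 2-fold between at least 1 pair of ages. Each of these was assigned to the model profile, among 8, that had the highest Pearson correlation with its changes from P1. The DD profile took 167 miRNAs, or 36.8% of those differentially expressed. Averaged over the 6 possible orders of the 3 ages, 42 miRNAs were assigned to DD, so the observed number was 3.98 times that average. The 6 orders include the true order, so the average contains the observed number and is not an independent expectation. It was computed with RPM only. The DM profile, a fall by P7 that is then maintained, took 150 miRNAs against an average of 80.5. The DU profile took 45, MU took 43, UU took 27, MD took 12, UM took 9 and UD took 1. At P7, 362 of the 454 miRNAs followed a profile that begins with a fall (DD, DM or DU). Between P1 and P17, 303 miRNAs were over 2-fold lower and 68 over 2-fold higher, so 81.7% of these changes were falls, and the median log2 change of all 648 miRNAs was -0.91. This balance depended on the scaling. With median-of-ratios size factors, which centre the changes of the typical miRNA near 0, 155 miRNAs were over 2-fold lower and 165 over 2-fold higher, so 48.4% were falls, and the median log2 change was 0.01. Under that scaling DD still took the most miRNAs, 101, of which 73 were among the 167, and UU took 81. DM then took only 29 and DU 6, of 354 differentially expressed miRNAs. The predominance of profiles that begin with a fall thus depended on the scaling too. The alternative that moved the number in DD most was a fold criterion of 4, with 96 miRNAs.

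**Figure D1:**
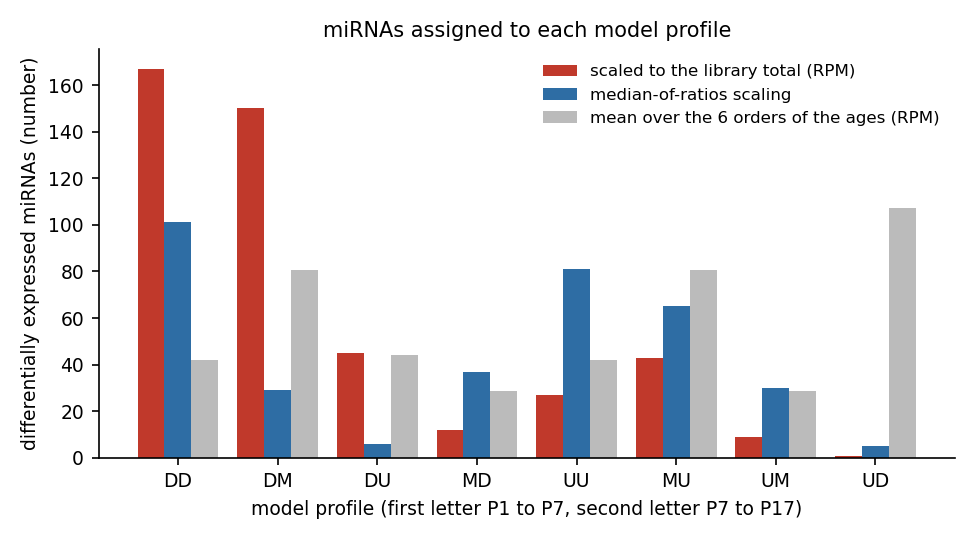
Number of differentially expressed miRNAs (vertical axis) assigned to each of the 8 model profiles (horizontal axis), from 1 library per age. Red bars use RPM, blue bars use median-of-ratios scaling and grey bars give the mean over the 6 orders of the ages for RPM; DD is the tallest red bar at 167 and the tallest blue bar at 101.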

MiR-18a-5p was a typical miRNA that was consistently down-regulated during retinal development from P1 to P17 (Figure 1B). Moreover, miR-18a-5p was one of the most differentially expressed miRNAs (Figure 1C). 

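The hairpin of miR-18a (gene Mir18, ENSMUSG00000065403) lies on chromosome 14 from 115043851 to 115043946 on the plus strand of GRCm38, the same build as mm10. It is inside exon 2 of the long non-coding RNA gene Mir17hg (ENSMUSG00000089726), which spans 115042879 to 115046727 and also holds the hairpins of miR-17, miR-19a, miR-20a, miR-19b and miR-92a, the miR-17-92 cluster. The seed bases that the paper prints as CGUGGAA occur, read in the opposite direction, once in the hairpin, as AAGGTGC from 115043868 to 115043874. MiR-18a-5p had 1951 reads at P1, 428 at P7 and 32 at P17. Its level was 170.8 RPM at P1 (95% Wilson interval 163 to 178), 33.5 RPM at P7 (30.5 to 36.9) and 2.74 RPM at P17 (1.94 to 3.87), above the floor at every age. On the log2(RPM + 1) scale its change was -2.31 from P1 to P7 and -3.21 from P7 to P17, together -5.52. Without a pseudocount the log2 ratio was -2.35 from P1 to P7 (exact 95% binomial interval -2.50 to -2.20), -3.61 from P7 to P17 (-4.18 to -3.09) and -5.96 from P1 to P17 (-6.51 to -5.46). Both falls exceeded the counting error of these libraries. TMM factors moved the first step most, to -1.34. Median-of-ratios scaling gave -4.57 from P1 to P17, with the same direction at both steps. The other arm, miR-18a-3p, went from 486 reads at P1 to 115 at P7 and 28 at P17. The 10 miRNAs drawn as continuously down-regulated in Fig. 1B had lower RPM values at each step, with changes from P1 to P17 between -5.52 for miR-18a-5p and -1.47 for miR-340-3p. Under median-of-ratios scaling 8 of them fell at both steps. The 10 drawn as up-regulated rose at both steps under either scaling, with log2 changes of RPM between 1.31 for miR-146a-5p and 3.35 for miR-129-2-3p. MiRNAs of the miR-17-92 cluster and of its paralog clusters miR-106a-363 and miR-106b-25 were also lower at P17. Their 22 mature forms past the filter, miR-18a-5p among them, had a median log2 change of -3.20. None of 10000 random lists of the same size matched on mean expression had a median as low. The random lists treat miRNAs as independent, whereas the 22 include both arms of the same hairpins and near-identical paralogs. The comparison therefore overstates how unusual this median is. All 22 were also lower under each of the other scalings. Between P1 and P7, however, miR-19a-3p and miR-19b-3p changed by only -0.09 and 0.02, and under median-of-ratios scaling both rose. The paper states that miR-18a-5p was typical of the miRNAs down-regulated over this period, citing Fig. 1B.

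**Figure D2:**
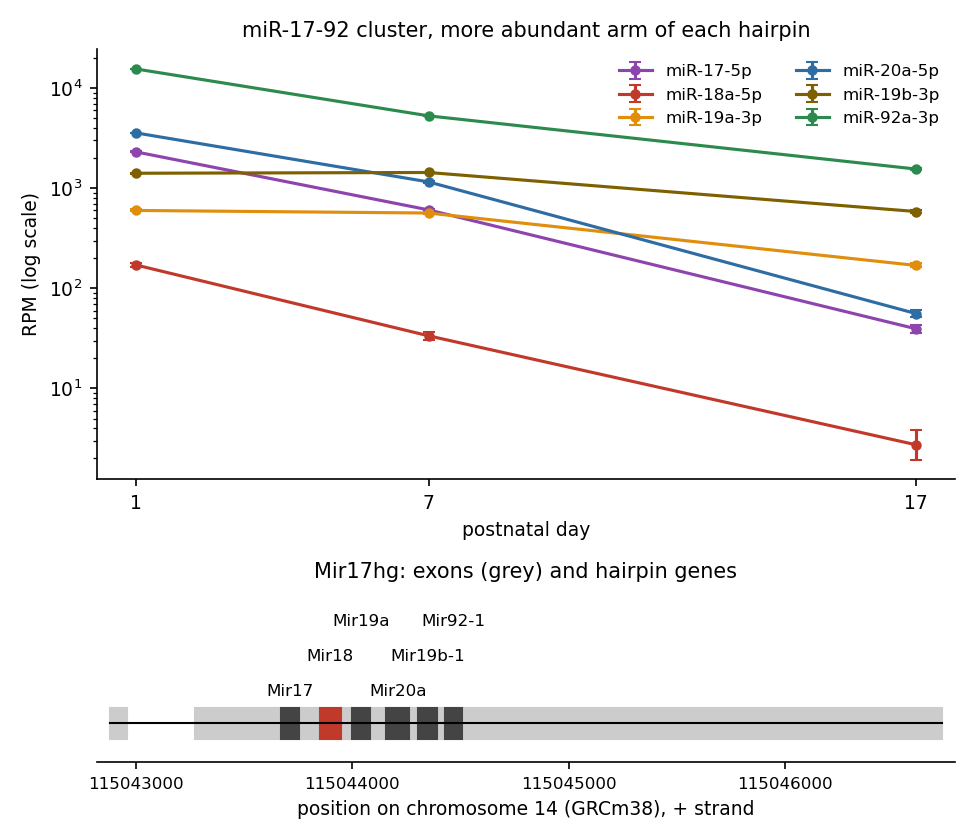
Top, RPM (log scale) of the more abundant arm of each hairpin of the miR-17-92 cluster against postnatal day, 1 library per age, with 95% Wilson intervals of counting error as bars; miR-18a-5p goes from 170.8 to 2.74 RPM. Bottom, Mir17hg on chromosome 14 of GRCm38 to scale, with exons in grey and hairpin genes in black (Mir18 in red).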

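Ranked by the absolute log2 change from P1 to P17, miR-18a-5p was in place 3 of the 648 miRNAs. Only miR-20a-5p (-5.97) and miR-17-5p (-5.83), which share its cluster, changed more. The miRNAs in places 4 to 6 were miR-211-3p, which rose by 5.36, miR-93-5p (-5.18) and miR-301b-5p (-5.14). The rank of miR-18a-5p was 6 with median-of-ratios size factors. MiR-18b-5p, a near-identical paralog whose reads the authors' counting could have shared with miR-18a-5p, had 110, 21 and 3 reads at P1, P7 and P17. The reads of miR-17-5p and miR-106a-5p could have been shared in the same way. After miR-211-3p, the largest rises were those of miR-29a-3p (5.01), miR-375-3p (4.29), miR-150-5p (3.62) and miR-378a-5p (3.54). MiR-211-3p and miR-150-5p rose from 7 and 6 reads at P1, so their folds are imprecise. All 40 miRNAs drawn in Fig. 1C passed the abundance filter. The 31 drawn as high at P1 fell, with changes between -5.97 and -2.86, and the 9 drawn as high at P17 rose by 2.42 to 5.36. Of these 40 miRNAs, 33 were among the 40 with the largest absolute change, of which 32 fell and 8 rose. Under median-of-ratios scaling the overlap was 21, and 13 of the 40 most changed miRNAs fell and 27 rose.

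**Figure D3:**
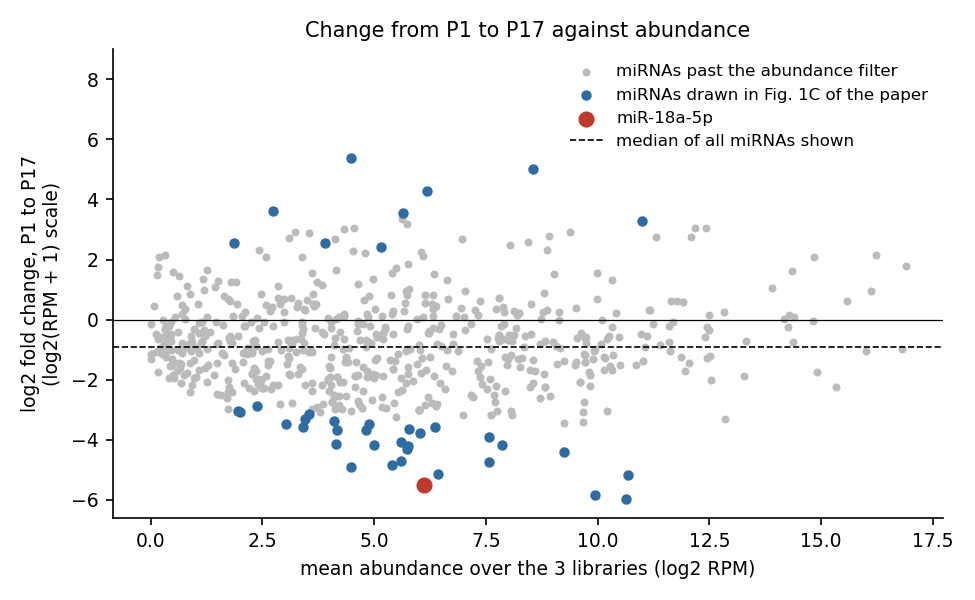
Log2 change from P1 to P17 (vertical axis) against mean abundance in log2 RPM (horizontal axis) for the 648 miRNAs past the filter, 1 library per age. The miRNAs of Fig. 1C are in blue and miR-18a-5p is in red at -5.52; the dashed line is the median of all miRNAs, -0.91.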

Quantitative qPCR validated that miR-18a-5p was significantly down-regulated during retinal development (Figure 2A). Those the relative miR-18a-5p levels were decreased approximately 3-fold at P7, 125-fold at P17 and 300-fold at 8 weeks compared to P1 retina. On the other hand, the retinal miR-18a-5p levels were significantly up-regulated in OIR mice (Figure 2B). In order to verify that miR-18a-5p was expressed in the endothelium during retinal development, we have isolated RECs by MACS magnetic separation methods from retina and confirmed using pan-endothelial markers, anti-CD31 and anti-VE-Cadherin antibody (Figure 2C). In results, we showed that the miR-18a-5p expression levels in RECs of adult mice was significantly down-regulated compared to pups (Figure 2D), which is consistent with whole retinal expression pattern. Taken together, these results suggested that miR-18a-5p played a potential regulatory role in retinal physiologic and pathologic vascularization.

**FIGURE 1:**
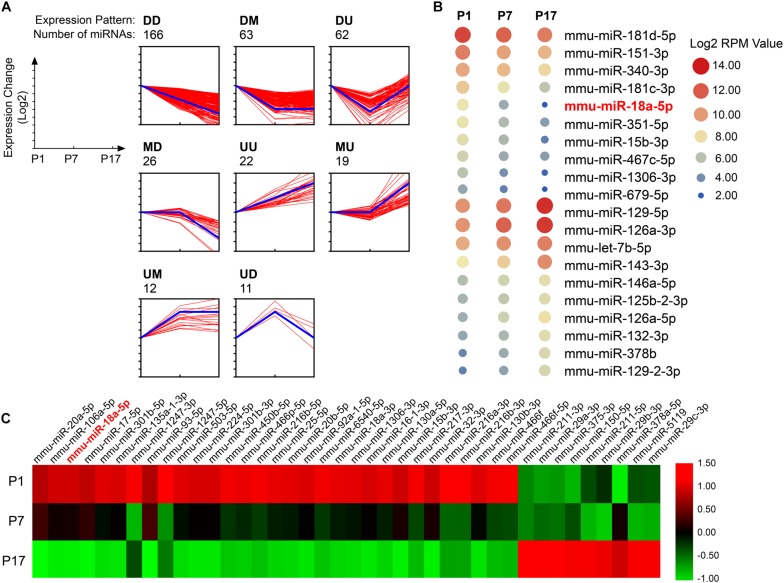
Dynamic expression profiles of miRNA during retinal development. **(A)** The expression patterns of miRNAs specifically regulated in developing retinas (*n* = 5 per group). The miRNAs were assigned to the model profile that more closely matched its time series according to the correlation coefficient. D, down-regulated; M, maintain; U, up-regulated. Thick blue line, model profile of log of expression change ratio over time. Thin red line, all individual gene expression profiles. **(B)** Twenty typical continuously down-regulated or up-regulated miRNAs. RPM, the number of reads per million (RPM) clean tags. **(C)** The 40 most differentially expressed miRNAs during retinal development from postnatal day 1 (P1) to P17.

**FIGURE 2:**
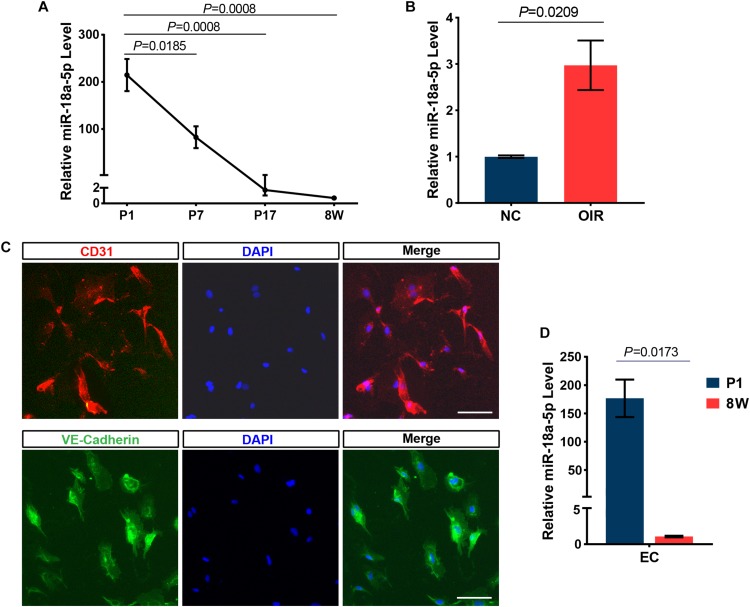
MiR-18a-5p expression during development and OIR model. **(A)** MiR-18a-5p was significantly down-regulated during developing retina (*n* = 5 per group; One-way ANOVA with Bonferroni correction). **(B)** The miR-18a-5p expression level was increased by approximately 3-fold in OIR mice (*n* = 6 per group; unpaired *t*-test). **(C)** The isolated RECs were identified by immunostaining using pan-endothelial markers anti-CD31 and anti-VE-Cadherin antibody. Scale bar, 50 μm. **(D)** MiR-18a-5p retinal endothelial cells (RECs) from 8-week-old (8W) mice was markedly down-regulated compared to newborn pups (*n* = 3 per group; unpaired *t*-test). OIR, oxygen-induced proliferative retinopathy; NC, normal control.

### MiR-18a-5p Suppressed Neovascularization in OIR Mice

To determine whether miR-18a-5p contributes to modulating retinal neovascularization, the OIR mice model was established (Figure 3A) and were treated with intravitreal injection of agomir-18a-5p (a type of chemically modified miR-18a-5p mimic) at P12. The expression level of miR-18a-5p at P17 was markedly increased in the agomir-18a-5p injected mice compared to scrambled agomir group (agomir-NC) (Figure 3B). At P17, agomir-18a-5p suppressed retinal neovascularization (∼50%; Figures 3C,D) but not vaso-obliteration (Figures 3E,F) compared with agomir-NC control. Thus, miR-18a-5p showed therapeutic effect in retinal neovascularization in OIR model.

**FIGURE 3:**
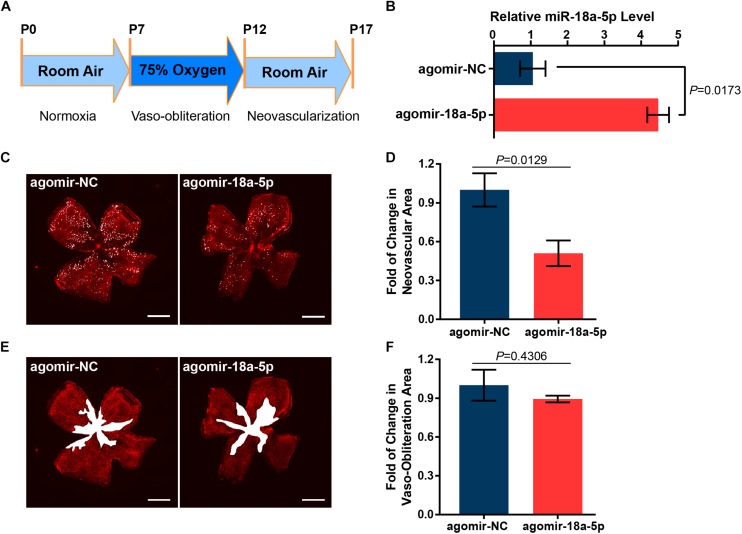
MiR-18a-5p suppressed pathologic neovascularization in OIR. **(A)** Schematic of establishment of OIR mice model. **(B)** The relative miR-18a-5p expression level in OIR mice with intravitreal injection of agomir-18a-5p or agomir-NC. **(C,E)** Representative images of P17 OIR retinas injected with agomir-18a-5p or agomir-NC. Pathologic neovascularization and vaso-obliteration were labeled as white spot and area, respectively. Scale bar, 500 μm. **(D,F)** Quantitative analysis of pathologic neovascularization and vaso-obliteration, respectively. The data are presented as mean ± SEM (*n* = 6 per group; unpaired *t*-test). OIR, oxygen-induced proliferative retinopathy.

### MiR-18a-5p Suppressed HRMECs Function

To further explore the inhibitory effect of miR-18a-5p on endothelial function, agomir-18a-5p was transfected into HRMECs and then evaluated its effect on cell proliferation and migration. The CCK-8 proliferation assay revealed that the cells treated with agomir-18a-5p showed significant reduction in absorbance compared with agomir-NC (Figure 4A). There was a significant decrease in cell number from day 2 to day 5 (Figure 4B), which indicated that agomiR-18a-5p inhibited the viability of HRMECs. We then conducted wound healing and transwell assay to detect the migratory capacity of HRMECs with agomir-18a-5p transfection. The agomir-18a-5p transfected cells showed 48% reduction in wound healing (Figures 4C,D) and 42% in transwell assay (Figures 4E,F) compared with agomir-NC. These results suggest that ectopic expression of miR-18a-5p restrains HRMECs migratory activity. To further evaluate the angiogenic effect of miR-18a-5p on HRMECs, we conducted the tube formation assay. As shown in Figure 4G, agomir-18a-5p substantially suppressed the tube formation of HRMECs, resulting in reductions of 73% in mesh numbers (Figure 4H) and 37% in total tubule length (Figure 4I). Taken together, miR-18a-5p up-regulation restrains the normal function of HRMECs including proliferation, migration, and the tube formation ability.

**FIGURE 4:**
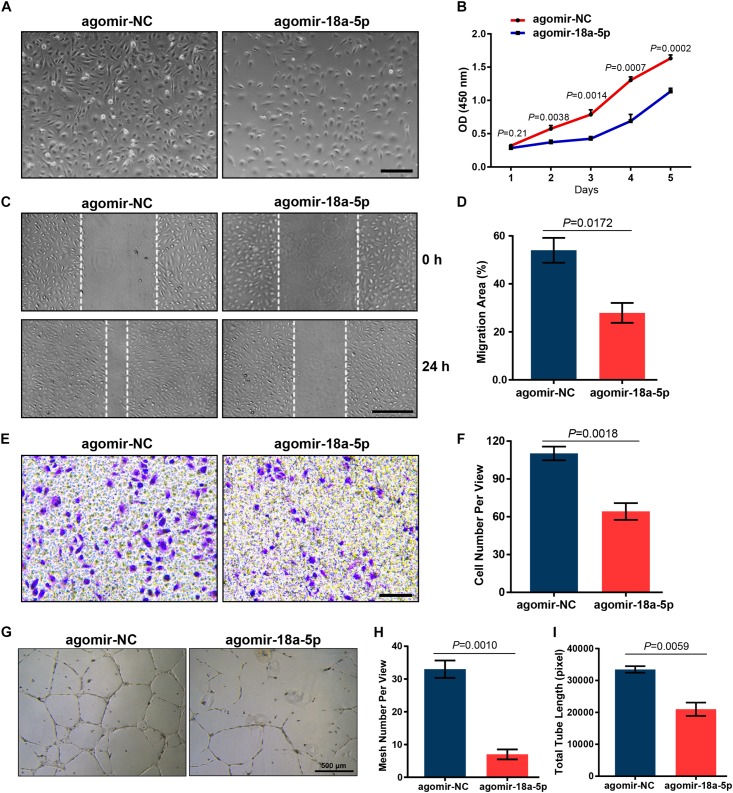
Effect of miR-18a-5p on HRMECs function. **(A)** Representative images of HRMECs transfected with agomir-18a-5p or agomir-NC. Scale bar, 200 μm. **(B)** HRMEC proliferation was suppressed by agomir-18a-5p treatment. The data are presented as mean ± SEM (*n* = 3 per group; unpaired *t*-test). **(C,E)** Agomir-18a-5p treatment significantly suppressed the migratory ability of HRMECs wound healing or transwell assay. Scale bars, 200 μm. **(D,F)** Quantitative analysis for HRMECs wound healing and transwell assay. The values are presented as mean ± SEM (*n* = 3 per group; unpaired *t*-test). **(G)** Representative images of tube formation assay in HRMECs with agomir-18a-5p or agomir-NC transfection. Scale bar, 500 μm. **(H,I)** Quantitative analysis of HRMECs in mesh numbers and total tubule length. The data are presented as mean ± SEM (*n* = 3 per group; unpaired *t*-test). HRMECs, human retinal microvascular endothelial cells; CCK-8, Cell Counting Kit-8.

### MiR-18a-5p Targeted Angiogenic Genes FGF1 and HIF1A

It has been reported that the effect of miRNAs on the endothelial cell function and vessel growth can be elucidated by regulating their target genes. To identify potential target genes of miR-18a-5p, we analyzed the seed sequence of miR-18a-5p (CGUGGAA), conserved in both human and murine subjects. These bases were complementarily paired with the 3′ untranslated region (UTR) of FGF1 and HIF1A (Figure 5A). The mRNA levels of FGF1 and HIF1A in OIR retina were markedly decreased at P17 compared with normal control (NC) group (Figure 5B). Moreover, overexpression of miR-18a-5p in HRMECs significantly reduced the FGF1 and HIF1A expression both in mRNA and protein levels (Figures 5C,D). HIF1A has been identified as a target of miR-18a-5p (Krutilina et al., 2014). Consequently, luciferase reporter assay was carried out to determine the FGF1 is a novel target gene of miR-18a-5p. The wild-type or mutant 3′ UTRs of FGF1 was successfully cloned into the luciferase reporter vector pmirGLO (Figure 5E). The result of the luciferase reporter assay revealed that agomir-18a-5p transfection significantly reduced the luciferase activity compared to the agomir-NC group (Figure 5F). Whereas, that the mutant reporter vector abolished the interactions between agomir-18a-5p and FGF1 3′ UTRs. Our finding suggests those roles of miR-18a-5p in EC function and retinal neovascularization are through inhibiting the direct target genes FGF1 and HIF1A.

**FIGURE 5:**
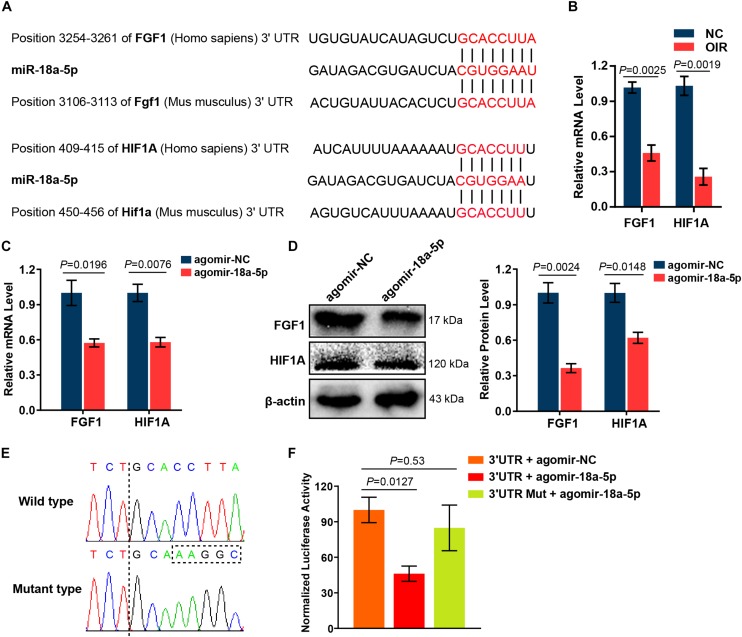
MiR-18a-5p targeted angiogenic genes FGF1 and HIF1A. **(A)** Alignment between the binding sites of miR-18a-5p and its targets. **(B)** FGF1 and HIF1A mRNA levels in OIR retinas at P17 (*n* = 5-8 per group; unpaired *t*-test). **(C)** FGF1 and HIF1A mRNA levels in HRMECs with agomir-18a-5p or agomir-NC transfection (*n* = 3 per group; unpaired *t*-test). **(D)** The protein levels of FGF1 and HIF1A in HRMECs with agomir-18a-5p or agomir-NC transfection (*n* = 3 per group; unpaired *t*-test). **(E)** Sequencing results of pmirGLO-FGF1 3′ UTR and pmirGLO-FGF1 3′ UTR-Mut. **(F)** Luciferase activity of HEK293 cells co-transfected with pmirGLO-FGF1 3′UTR or pmirGLO-FGF1 3′ UTR-Mut, and agomir-18a-5p or agomir-NC (*n* = 3 per group; unpaired *t*-test). FGF1, fibroblast growth factor 1; HIF1A, hypoxia-inducible factor 1-alpha; HRMECs, human retinal microvascular endothelial cells; HEK293, human embryonic kidney 293; NC, normal control; 3′ UTR, 3′ untranslated region; Mut, mutant.

## Discussion

VEGF is a potent proangiogenic factor. Anti-VEGF drugs have been used to treat ocular neovascularization with certain efficacy. However, anti-VEGF therapy does have some limitations and may cause undesirable side effects. Several articles have reported that VEGF is necessary for vascular homeostasis (Carmeliet et al., 1996; Lee et al., 2007). Long-term clinical application of anti-VEGF drug may result in adverse ocular responses (Falavarjani and Nguyen, 2013). Due to continuous development of novel drugs, it will become more difficult to prove superiority of one drug versus another (Grossniklaus et al., 2010). However, it is still necessary to find new drugs to treat neovascular eye diseases as supplements to or even possible replacements for anti-VEGF drugs.

Non-coding RNAs (ncRNAs), including miRNA, long non-coding RNA (lncRNA) and circular RNA (circRNA), are related not only to tumorigenesis, but also to neurological, cardiovascular, developmental, and other diseases (Esteller, 2011). Dozens of miRNAs have been used as diagnostic and prognostic biomarkers, and some miRNAs intended to treat diseases as varied as cancer, hepatitis, and scleroderma have reached clinical trials (Maurer et al., 2010; Bader, 2012; Janssen et al., 2013). It is easier to design and synthesize oligonucleotide-based drugs than to identify small molecules, and it makes the process of identifying active ncRNA drugs much faster than that of small-molecule drugs (Matsui and Corey, 2017; Nakamori et al., 2019). To utilize the mammalian RNAi pathway for potent and specific inhibition of putative therapeutic targets, RNAi drugs have the same advantages (Setten et al., 2019). To date, few RNAi-based drugs have received approval. Examples include Vitravene being applied to treat ocular/CMV retinitis (Roehr, 1998), and Kynamro being developed to treat systemic/familial hypercholesterolemia (Geary et al., 2015). Despite considerable progress, there are still some critical challenges in the development of oligonucleotide-based therapeutics, including identification of the best oligonucleotide drugs and delivery methods for each disease type, avoidance of non-specific toxicity caused by immunogenic reactions, off-target effects, and renal accumulation (Rupaimoole and Slack, 2017; Levin, 2019; Setten et al., 2019).

Recent studies have shown that multiple miRNAs were aberrantly expressed in pathological vessel growth and played vital roles in regulation of the neovascular eye diseases. Several specific miRNAs were highly expressed in ECs that curbed angiogenesis. These anti-angiogenic miRNAs include miR-126, miR-150, miR-184, and miR-342, whereas miR-132, miR-27, miR-155, and members of the let-7 family promoted angiogenesis (Zhang et al., 2017). The miR-17-92 cluster is one of the most extensively studied miRNAs, especially in tumor angiogenesis. Overexpression of the miR-17-92 cluster was shown to promote tumor angiogenesis (Dews et al., 2006). Transfection of ECs simultaneously with miR-18a, miR-17-5p, and miR-20a also rescued the defect in endothelial cell proliferation and morphogenesis initiated by the loss of Dicer (Suarez et al., 2008). On the contrary, Doebele et al. found that members of the microRNA-17-92 cluster exhibited a cell-intrinsic antiangiogenic function in ECs, and antagomir-17/20 selectively enhanced neovascularization of Matrigel plugs but did not affect tumor angiogenesis (Doebele et al., 2010). Based on the above information, the regulation of angiogenesis by miR-17-92 cluster is complex, and specific members of this cluster may mediate differential and context-dependent effects on neovascularization. It seems more reasonable to target individual members of the miR-17-92 cluster to gain an accurate and deep understanding of their role in angiogenesis modulation.

In this study, miR-18a-5p was shown to be highly expressed in embryonic retinas and significantly down-regulated during the course of development. On the other hand, the expression level of miR-18a-5p in OIR retinas was higher than that of normal retinas. It can be speculated that miR-18a-5p may be involved in the initiation and progression of angiogenesis. Therefore, we evaluated the potential role and anti-angiogenic efficacy of miR-18a-5p in treating retinal neovascularization. Our study showed that the upregulation of miR-18a-5p was capable of inhibiting pathological angiogenesis in an OIR model as well as HRMEC functions. Accumulating evidence shows that FGF1 and HIF1A are closely associated with angiogenesis, which are target genes of miR-18a-5p.

FGF1 belongs to the FGF family and exerted a pro-angiogenic effect on ECs (Ding et al., 2003; Mori et al., 2013). FGF1 and VEGF have been demonstrated to be synergistic in the induction of angiogenesis as exposure of ECs to both FGF1 and VEGF in combination stimulated a greater angiogenic response than the response to either growth factor alone (Xue and Greisler, 2002). FGF1 also contributed to the increased number of blood vessels in the middle ear mucosa during otitis media (Husseman et al., 2012). In addition, controlled delivery of FGF1 and neuregulin-1 (NRG1) from biodegradable microparticles could promote cardiac repair in a rat myocardial infarction model through induction of tissue revascularization and activation of endogenous regeneration (Formiga et al., 2014).

HIF1A is an important transcription factor that tends to be activated in the hypoxia condition, in which it is known to increase the expression of VEGF and promote angiogenesis (Shweiki et al., 1992; Jones et al., 2002; Ahluwalia and Tarnawski, 2012). HIF1A was also correlated to other genes in the angiogenesis pathway such as FGF2, and platelet-derived growth factor alpha (PDGFA) (Hoffmann et al., 2008). Non-steroidal anti-inflammatory drugs could inhibit hypoxia-induced *in vitro* angiogenesis in gastric microvascular ECs via reducing accumulation of HIF1A (Jones et al., 2002). Previous studies have revealed that HIF1A was overexpressed in multiple types of human cancer. Overexpression of HIF1A and HIF2A in squamous cell head-and-neck cancer (SCHNC) was related to locally aggressive behavior, intensification of angiogenesis, and resistance to carboplatin chemoradiotherapy (Koukourakis et al., 2002). There was a significant correlation between microvessel density and HIF1A expression in non-myoinvasive endometrioid carcinomas as well (Espinosa et al., 2010).

In the present study, overexpression of miR-18a-5p in HRMECs could significantly reduce the mRNA and protein levels of FGF1 and HIF1A. Studies also confirmed that miR-18a-5p is a direct regulator of these genes in ECs through targeting their 3′ UTR seed sequences. Therefore, miR-18a-5p might function as a suppressor of retinal neovascularization by targeting these two genes. Our study provides evidence of the association between miR-18a-5p and pathologic retinal angiogenesis. MiR-18a-5p is a potential therapeutic target for treatment neovascular ocular diseases.

## Data Availability Statement

The datasets generated for this study can be found in NCBI GEO accession GSE142029.

## Ethics Statement

All animal experiments were performed strictly according to the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research and approved by the Animal Care and Use Committee of the Wenzhou Medical University.

## Author Contributions

Z-LC, RD’A, JQ, and FL conceptualized and designed the study. J-TG, X-XL, D-WP, and W-MZ acquisition of the data. J-TG, X-XL, D-WP, and Z-LC analyzed and interpreted the data. J-TG, D-WP, and Z-LC wrote, reviewed, and/or revised the manuscript. All authors have read and approved the final version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

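MiRNAs were sequenced from mouse retina at P1, P7 and P17, with 1 pooled library per age. The ages were taken from the sample labels. The authors removed adaptors and low-quality reads and aligned the remaining reads to mm10 with HISAT2 at default parameters; the paper's text does not name the miRNA annotation or the counting rule. The authors deposited, for each library, the read count of each of 1915 mature miRNAs, without normalization. Let-7a-1-3p and let-7c-2-3p had identical counts, 14521 at P1, 10105 at P7 and 5577 at P17. Some reads were thus shared between names, either counted under each or divided evenly, which the counts do not settle. If counted under each, the library totals exceed the number of distinct reads. Profile numbers can also hold such duplicate entries, since both of these miRNAs were in DD. The authors also deposited RPM values, and dividing each count by the sum of the miRNA counts of its library gives the same values. No other normalization or filter was found in the values. The reads themselves were not used here, so adaptor removal, alignment and counting could not be varied.

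The deposited RPM values were used as given, and log2(RPM + 1) was computed from them. MiRNAs with a mean of at least 1 RPM over the 3 libraries were kept (648 miRNAs). A miRNA was called differentially expressed when it changed over 2-fold between at least 1 pair of ages. The paper's adjusted p-value criterion was not used as the main setting, since 1 library per age gives no estimate of the spread between samples. STEM itself was not run. Its assignment by correlation was repeated with the 8 model profiles named in Fig. 1A, taking steps of at most 1 unit. The number expected was the mean over the 6 orders of the ages, the true order included. Assignments of this kind always give each miRNA a profile, including miRNAs with a poor match.

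Intervals are 95% Wilson intervals for RPM and exact binomial intervals for ratios of 2 libraries. Any test on the reads of 2 libraries compares those libraries, not the ages. With 11426320 to 12759995 reads per library, 1 read is worth 0.0784 to 0.0875 RPM, so a miRNA near the filter rests on about 11 to 13 reads in a library and miR-18a-5p at P17 rests on 32. The list of clustered miRNAs was compared with 10000 random lists drawn within 10 bins of mean expression. Most miRNAs named in the text were chosen by a rule set before the data were examined. It takes every miRNA the paper names in its text, Fig. 1B or Fig. 1C, the members of the miR-17-92, miR-106a-363 and miR-106b-25 clusters, the 5 most abundant miRNAs of each library, and the 5 largest rises and 5 largest falls from P1 to P17. The tissue markers, listed apart from this rule, and miR-96 are exceptions. Genome positions and hairpin sequences came from the GRCm38 annotation and transcripts (GENCODE), and 647 of the 648 miRNAs were matched to a hairpin by name.

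The alternatives tried were pseudocounts of 0.1 and 5 RPM, no abundance filter and a filter of 10 RPM, median-of-ratios size factors, TMM factors, a library total without the 10 most abundant miRNAs of any library (13 miRNAs in all), Fisher's exact test on reads with an adjusted p under 0.05, fold criteria of 1.5 and 4, a criterion between P1 and P17 only, and assignment by steps over 1.5-fold. They were set before the data were examined. A ratio without a pseudocount and a library total without miR-183, miR-96 and miR-182 were added after the values were seen. Size factors used the miRNAs past the filter with reads in every library (644) and were 1.50 at P1, 0.862 at P7 and 0.743 at P17. This set was chosen after the values were seen; size factors from all 879 miRNAs with reads in every library gave 157 miRNAs over 2-fold lower and 161 over 2-fold higher at P17, against 155 and 165. TMM factors from edgeR were 1.59, 0.801 and 0.785. Both put the P1 library apart from the others, although its total is close to theirs.

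The steps were tested on simulated data, with counts drawn from the real abundances and library sizes. Of 193 changed miRNAs past the filter, 96.9% were called, and 97.9% of the 187 called were given their true profile. None of 437 unchanged miRNAs was called. The simulation holds counting error only and no variation between animals or libraries. These rates also depend on the size and shape given to the simulated changes. They do not carry over to real miRNAs with changes near the fold criterion or with a poor match to a profile. The choice of scaling, on which the real profile numbers depended, is not tested by them. The rates therefore check that the steps run as intended and do not give the accuracy of the real profile numbers. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16. The qPCR, cell culture and oxygen-induced retinopathy experiments were not analysed here.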

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

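The tests in this part were chosen after the results were seen, and the miRNA arms were singled out after their values were seen. There was 1 library per age, so that for each pattern in this part a difference in library preparation between the ages could not be told apart from a change with age. Library totals differ little between the ages and were not tested further.

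Several of the most abundant miRNAs changed although the paper's text does not discuss these changes. Its Discussion does name the let-7 family among miRNAs that promote angiogenesis. From P1 to P17 the log2 change was 1.78 for miR-182-5p and 2.13 for miR-183-5p. After median-of-ratios scaling the smaller of the 2 rises was 2.83, but that scaling raises the change of every miRNA by a similar amount, so it is no test of the rises. Other abundant miRNAs fell, with a log2 change of -2.24 for let-7i-5p, -1.74 for miR-7a-5p and -1.04 for miR-26a-5p. After median-of-ratios scaling miR-26a-5p changed by 0.0068, and the smaller of the falls of let-7i-5p and miR-7a-5p was -0.70, for miR-7a-5p. The change of miR-26a-5p was -0.02 with TMM factors, -0.66 with the 10 most abundant miRNAs of any library left out of the total and, in an alternative chosen after seeing the data, -0.64 without miR-183, miR-96 and miR-182. Each of these scalings shifts all miRNAs alike, so they do not decide whether the falls come from the scaling.

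The balance between the arms of some hairpins also changed. A hairpin gives a 5p and a 3p miRNA, and the ratio of their reads does not depend on the scaling. From P1 to P17 the log2 ratio of 5p to 3p changed by -2.78 for miR-17, -2.88 for miR-20a, -1.90 for miR-93 and -1.81 for miR-18a, mostly after P7. Thus the 5p arms fell more than the 3p arms of the same hairpins. Among 191 hairpins with both arms past the filter under matching names the median change was 0.17, and the middle 90% lay between -1.89 and 1.76. MiR-18a was at percentile 7.33, inside that range, so its change could reflect the general spread of arm ratios between these libraries. MiR-93 lay at the edge of the range, and miR-17 and miR-20a lay below it. Some hairpins lie below such a range by construction, and these were picked after their values were seen. Their place therefore does not set them apart from the general spread. Counting noise was tested on miR-18a, which has the fewest reads of the 4 hairpins, and Fisher's exact test on its arms at P1 and P17 gave p = 4.8e-06 (two-sided), which compares those libraries. Reads shared between near-identical paralogs remain open. The summed 5p to 3p ratio of 6 related hairpins changed by -2.04, but miR-106b-3p gives most of the 3p reads in that sum and miR-18a is not part of it. Other hairpins of these clusters varied. MiR-25 changed by -2.36, with -1.46 of it before P7, miR-106b by -0.37 and miR-363 by 0.64. The ratio changed by -2.54 for miR-19b-1-5p to miR-19b-3p and by -0.98 for miR-92a-1-5p to miR-92a-3p, where the 3p arm is shared with another locus and miR-19b-1-5p had 5 reads at P17. The size and timing of the shift thus differ within the clusters. One hypothesis is that some 5p strands, among them those of miR-17 and miR-20a, became less stable after P7. This cannot be told apart from library preparation or from shared reads, and reads of the isoforms were not analysed here.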

How the results depend on the processing

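The direction of the change of miR-18a-5p held at both steps and from P1 to P17 under each scaling and pseudocount tried, and DD took more miRNAs than any other profile except with a fold criterion of 1.5 and with assignment by steps, where DM took more. The amounts depended on the processing, and the cause of each shift was not tested. Of 95 alternative values for the 10 main quantities, 37 moved. Counts and the rank were taken as moved when not within 1.5 times, and shares and log2 changes when outside their 95% interval of counting error. That interval is not the one printed for ratios without a pseudocount. For miR-18a-5p from P1 to P17, -5.15 with either reduced total was not taken as moved, although the printed interval excludes it.

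The scaling moved both the balance of falls and rises and the change of miR-18a-5p. With median-of-ratios size factors DD took 101 miRNAs (28.5% of those differentially expressed), against 167 (36.8%) with RPM. The numbers over 2-fold lower and higher at P17 were 155 and 165, against 303 and 68. MiR-18a-5p changed by -4.57 from P1 to P17 and -1.37 from P1 to P7, against -5.52 and -2.31, with rank 6 against 3. The median change of the clustered miRNAs was -2.34 against -3.20. With TMM factors DD took 104 (29.6%), 157 were lower and 163 higher, the changes of miR-18a-5p were -4.59 and -1.34 with rank 6, and the clustered miRNAs changed by -2.36. Relative to the median of all miRNAs, miR-18a-5p changed by -4.61 with RPM, -4.58 with median-of-ratios size factors and -4.57 with TMM factors. Each scaling applies a common factor to all miRNAs of a library. These near-equal values are therefore fixed by construction, apart from the pseudocount, and are no test of robustness. Leaving the 10 most abundant miRNAs of any library out of the total gave a DD share of 44.0%, a change of miR-18a-5p from P1 to P7 of -1.70, rank 5 and a change of the clustered miRNAs of -2.85. Leaving out miR-183, miR-96 and miR-182, chosen after seeing the data, gave 42.3%, -1.91, rank 5 and -2.86.

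A pseudocount of 5 RPM gave -4.51 for miR-18a-5p from P1 to P17, -2.32 from P7 to P17, rank 5 and -2.61 for the clustered miRNAs. A pseudocount of 0.1 RPM gave -3.56 for the clustered miRNAs. A fold criterion of 4 left 189 differentially expressed miRNAs against 454, with 96 in DD (50.8%), 141 lower and 38 higher. The DD share was 32.2% at a fold of 1.5, 45.0% between P1 and P17 only and 31.9% with assignment by steps. The numbers did not change when Fisher's exact test with an adjusted p under 0.05 was added. That test sees counting error only, so it shows no stability between animals.

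Of 91 values for the other 7 profiles, 39 were not within 1.5 times the RPM value, 21 of them higher and 18 lower. Of 498 values for 83 other named miRNAs, 303 moved beyond counting error. The sign changed for 4 of them under at least 1 of the scalings. These were miR-27b-3p, miR-384-3p and miR-9-5p, which changed by less than 2-fold with RPM, and miR-26a-5p, which went from -1.04 to 0.0068 with median-of-ratios size factors. Depth limits miR-18a-5p at P17, where 32 reads leave its log2 ratio to P1 between -6.51 and -5.46. No paired analysis was possible because each age has 1 library.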

Differences from the paper's values

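The number of differentially expressed miRNAs, and the numbers in DD, DU, UU and UM, were within 1.5 times those read from Fig. 1A. The DM profile took 150 miRNAs here against the paper's about 63 in Fig. 1A, read by eye. Of the alternatives set before the data were examined, a filter of 10 RPM (88), a fold criterion of 4 (50) and a library total without the 10 most abundant miRNAs of any library (47) came within 1.5 times of it and the others did not. Leaving miR-183, miR-96 and miR-182 out of the total, chosen after seeing the values, gave 64. The MD profile took 12 against the paper's about 26 in Fig. 1A, read by eye. Median-of-ratios size factors (37), a fold criterion of 1.5 (19) and assignment by steps (23) came within 1.5 times of it, as did the total without miR-183, miR-96 and miR-182, chosen after seeing the values (27). The MU profile took 43 against the paper's about 19 in Fig. 1A, read by eye, and among the alternatives a fold criterion of 4 (17) alone closed the gap. The UD profile took 1 against the paper's about 11 in Fig. 1A, read by eye, and none of the alternatives closed the gap. The nearest was TMM scaling, with 7. Every alternative that closed the DM gap moved DU outside 1.5 times of the paper's about 62. The closest left 34 in DU, with the filter of 10 RPM. Median-of-ratios size factors, which closed the MD gap, gave 101 in DD, 6 in DU and 81 in UU, each outside 1.5 times. A fold criterion of 1.5 and assignment by steps kept DD, DU and UU within it.

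The paper reports by qPCR, against U6, a decrease of miR-18a-5p of 3-fold at P7 and 125-fold at P17. Sequencing gave 4.97-fold and 45.9-fold on the log2(RPM + 1) scale. At P7 the gap closed with median-of-ratios size factors (2.58-fold), TMM factors (2.53-fold) and a total without the 10 most abundant miRNAs of any library (3.25-fold), and also without miR-183, miR-96 and miR-182, chosen after seeing the values (3.76-fold). It did not close with either pseudocount. At P17 none of the alternatives closed the gap. The settings that closed it at P7 widened it at P17. The decrease there was 23.7-fold with median-of-ratios size factors, 24.1-fold with TMM factors and 35.6-fold with either reduced total. The nearest of those set before the data were examined was a pseudocount of 0.1 RPM (60.2-fold), and a ratio without a pseudocount, added after seeing the values, gave 62.2-fold.

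Fig. 1C presents 40 miRNAs as the most differentially expressed from P1 to P17. Here 7 of them ranked below place 40. These were miR-466f-5p, miR-466f, miR-1247-3p, miR-217-3p, miR-29b-3p, miR-29c-3p and miR-5119, at places from 44 to 118. With a pseudocount of 0.1 RPM miR-466f and miR-466f-5p were among the 40 most changed miRNAs, and with median-of-ratios size factors or TMM factors miR-29b-3p and miR-29c-3p were. The total overlap with Fig. 1C was nevertheless smaller under these settings. It was 29 with that pseudocount and 21 with either scaling, against 33. MiR-467c-5p, drawn as continuously down-regulated in Fig. 1B, fell at both steps and was assigned to DM.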

Other observations

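Among the tests in this part, those of median-of-ratios scaling and of abundant miRNAs (a mean of at least 100 RPM) were set before the data were examined, and the others were chosen after the results were seen. With 1 library per age, no pattern in this part can be told apart from a difference in library preparation.

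More miRNAs fell than rose from P1 to P17, with a ratio of 4.46 in RPM. An explanation set out beforehand was that a few abundant miRNAs take more of the reads at P17. After median-of-ratios scaling the ratio was 0.939, which is the outcome laid down for that explanation. The scaling centres the changes by construction, however, so the outcome would be near 1 whether the typical miRNA fell or not, and the test does not decide the matter. With the 10 most abundant miRNAs of any library removed from the total the ratio was 2.71, and with miR-183, miR-96 and miR-182 removed, chosen after seeing the data, it was 2.54. The first set also holds miRNAs that fell, such as let-7i-5p, so its ratio does not give the share of the imbalance due to rising miRNAs. In the second set the 5p arms rose, and falls still outnumbered rises without it. Other rising miRNAs, such as miR-181a-5p, stayed in that total, so its ratio does not give the full share either. Among 201 miRNAs with a mean of at least 100 RPM the ratio was 4.35, so counting noise of rare miRNAs does not account for it. In 3 groups of similar size by GC content of the hairpin the ratio was 7.88 in the lowest, 3.21 in the middle and 3.58 in the highest group, with median log2 changes of -1.40, -0.74 and -0.73. The imbalance was thus present in each group and larger at low GC content. Absolute amounts per retina were not measured, so whether most miRNAs fell or a few rose remains open. The change of miR-18a-5p was smaller after median-of-ratios scaling, at -4.57, and still over 2-fold.

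The miRNAs of the miR-17-92 transcript did not change together. From P1 to P7 miR-19a-3p went from 6844 to 7203 reads while miR-17-5p went from 26291 to 7741. The log2 ratio of the 2 rose by 1.84, with a lower 95% limit of 1.78, so counting noise does not account for it. GC content had a Spearman rho of 0.0904 with the change from P1 to P7 across miRNAs, which are not independent replicates. MiR-19a-3p is near-identical to miR-19b-3p, and their ratio differed between the 3 libraries (chi-square test on reads, p = 2.6e-38). The log2 ratio of miR-19b-3p to miR-17-5p rose as well, by 1.95, so exchange of reads between miR-19a-3p and miR-19b-3p alone does not account for the pattern. MiR-19b-3p has copies at 2 loci. The 5p arm of the other locus, miR-19b-2-5p, had 0 reads at each age, against 75, 38 and 5 for miR-19b-1-5p. Other miRNAs of its cluster, miR-106a-363, did have reads, such as miR-363-3p with 478, 114 and 58 at P1, P7 and P17. Reads of the 3p arm cannot be told apart between the loci, so a contribution of the other locus to miR-19b-3p remains open. A hypothesis is that processing or stability differs between the miRNAs of this transcript.

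MiR-106a-5p had 2.37%, 1.96% and 2.17% as many reads as miR-17-5p at P1, P7 and P17, and a chi-square test over the reads of the 3 libraries gave p = 0.114, with only 10 reads of miR-106a-5p at P17. Between P1 and P7 alone the ratio fell, by a log2 change of -0.27 (95% interval -0.53 to -0.02; Fisher's exact test on reads, two-sided p = 0.0375), so it was similar between the libraries but not shown to be fixed. These miRNAs are near-identical, and the similar ratio could come from reads of miR-17-5p assigned to miR-106a-5p or from shared regulation. The data do not separate these. The place of miR-106a-5p in Fig. 1C has this limit.

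From P7 to P17 miR-211-5p rose from 258.6 to 5315 RPM and miR-211-3p from 0.63 to 65.4 RPM. The 3p arm rose 104-fold, and it was used to test reads shared with miR-204, which resembles miR-211 in the 5p arm; such sharing would not raise the 3p arm. A candidate source is retinal pigment epithelium carried over at dissection. MiR-204-5p, miR-204-3p and miR-211-5p itself were listed as its markers. MiR-204-5p rose 1.29-fold, from 6967 to 9019 RPM, and miR-204-3p rose 1.63-fold. The levels of these markers in the retina itself are not known, so this does not decide the matter. Another listed marker, miR-184-3p for cornea, lens and surface epithelium, rose 4.78-fold over the same step. Of the other markers listed for that tissue, miR-203-3p fell from 149.9 to 75.7 RPM and miR-205-5p stayed at 8 reads or fewer at P7 and P17. Among muscle markers, miR-1a-3p rose 3.34-fold, miR-133a-3p 2.83-fold and miR-133b-3p 3.87-fold over this step, whereas miR-206-3p fell from 290 to 197 reads. Among red blood cell markers, miR-144-3p rose 3.78-fold from 15 reads, miR-144-5p 2.26-fold, miR-451a 2.39-fold and miR-486a-5p 1.21-fold. More carry-over of other tissue at P17 is therefore not excluded. MiR-126a-3p, listed for endothelium, and miR-143-3p, listed for mural cells, were 6.77-fold and 7.60-fold higher at P17 than at P1.

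A negative result concerns the arms of hairpins. If the more abundant arm accumulated with age, most hairpins would gain in that arm. Of 191 hairpins with both arms past the filter, 96 gained in the arm that was larger at P7, or 50.3%. No such tendency was seen among them. Hairpins whose minor arm was too rare to pass the filter were left out, so the result does not cover them.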
